A study of Mus musculus with 16 samples. Its data were reported in "Essential role of the TFIID subunit TAF4 in murine embryogenesis and embryonic stem cell differentiation" (2016).

How the data were processed

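Polyadenylated RNA was sequenced from mouse embryonic stem cells (ES) and from embryoid bodies made from them, in libraries labelled as wild-type (WT) or as homozygous for a Taf4a null allele (KO). Taf4a encodes a subunit of TFIID, the general transcription factor that brings the TATA-binding protein to promoters. Embryoid bodies are floating aggregates of differentiating ES cells. They were collected before retinoic acid was added (EB4), after its first day (EB5) and later in the treatment (EB8), in a protocol that turns ES cells into glutamatergic neurons. The labels gave 8 groups of 2 libraries, a genotype and a stage for each group, and a replicate number for each library. The series lists 2 independent lines of each genotype.

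Per the labels and the methods of the study, the authors prepared poly-A libraries, sequenced single-end reads, aligned them with TopHat to the mouse genome build mm9 (NCBI37) and normalised the gene counts with DESeq2. The counting tool, the annotation release and the use of strand were not stated. The deposited values are a normalised signal per gene, namely the read count of the gene divided by a size factor of the library, for 27807 genes with identifiers and names. No gene in the table was at 0 in all 16 libraries. In each library 100.0% of the values were whole multiples of a single step, of between 0.715 and 1.28 normalised counts, so that whole read counts were recovered by dividing by that step. The recovered reads give the depth, which ran from 22442118 to 40711826 reads per library. A gene with 3 reads or fewer in a library was taken as being at the floor of detection, and a fold change against a group whose libraries were all at that floor is given as a lower bound. Such floors cover counting error only, as reads copied by PCR are not independent molecules.

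Gene positions, gene types and exons were taken from the GENCODE annotation of build NCBI37 (release M1), in which 27603 of the identifiers were found and 204 were not. All coordinates are on that build and count from 1.

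The main test was limma on log2(normalised count + 1), because the values are normalised and not raw counts. A mean was fitted for each of the 8 groups over all 16 libraries, with a spread per gene shared by the groups and moderated along a trend with expression (eBayes with trend). The residual degrees of freedom were 8 and the prior degrees of freedom 4.27. Genes with a mean of at least 10 normalised counts were tested, which left 16124. Adjusted p-values are from the Benjamini-Hochberg method over these genes, and 0.05 was the threshold. There was no threshold on fold change. On the log2(value + 1) scale the change of genes with low counts is understated. The contrasts were KO against WT at each of the 4 stages, EB8 against ES and EB5 against EB4 within each genotype, and the difference of these changes between genotypes (interaction terms). DESeq2 leaves some genes without an adjusted p-value, and these were taken as 1. The study used DESeq2. Here DESeq2 and edgeR's quasi-likelihood test were run on the recovered reads as alternatives. Versions were limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and R 4.3.3, with Python 3.11.15 for the remaining steps.

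The grouping, the contrasts, the marker lists and most alternatives were fixed before the data were examined. The lists hold TFIID subunits, pluripotency, neural progenitor and neuronal markers, signalling genes named by the study in ES cells, germ layer markers, genes of the X and Y chromosomes, fibroblast markers and imprinted genes. Part of the markers are the study's own, so that an adjustment within a list shows no stability of these genes. For pluripotency, neural progenitor and neuronal markers that adjustment ran over the 3 lists together, and for each other list over the list alone. The genes named in the text are those of the lists and, for each stage, the 3 with the largest rise and the 3 with the largest fall among genes past the threshold whose KO-labelled values both lay on the same side of both WT-labelled values. Some genes that this rule covers are not reported here. With 2 libraries against 2, chance alone puts 16.7% of genes in that arrangement in a given direction.

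The replicate number on the labels was fitted as a block in an alternative, since the same numbers occur in each group. Whether it pairs libraries was checked by the correlation, across the tested genes, of the difference between replicates 1 and 2 in each pair of groups. Genes are not independent replicates, so the correlation is descriptive. Where it was negative, the block was also fitted with the KO numbers exchanged.

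Alternatives fixed at the start were pseudocounts of 0.1 and 5, no filter or a mean of at least 50, upper-quartile rescaling, quantile normalisation, a fit of only the compared groups, the replicate block, a correlation within genotype and replicate number, edgeR, DESeq2, a log2 change of at least 1 in addition, a threshold of 0.01, and leaving out each library. Alternatives added after the data were seen were the exchanged block, a block for each replicate number within each genotype on the embryoid body libraries (for EB5 against EB4), the genes without chromosomes X, Y, 8 and 11, the X chromosome level of each library as a covariate, and reads thinned at random to the smallest library. Groups of 2 do not allow a count of other splits of the libraries. Where a library was left out, its group held a single value and no test was made.

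To measure how far the course of WT-labelled libraries was followed, genes whose log2 value rose or fell by at least 2 from ES to EB8 in WT replicate 1 were selected, and their median change was taken in WT replicate 2 and in each KO replicate. The level of a chromosome in a library is the median, over its tested genes, of the log2 deviation from the mean over the 16 libraries, minus the same median over all autosomal genes.

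The tests were run on simulated counts drawn for 15784 genes from the means and library sizes of the data, with 200 genes changed at EB8 and no other difference between genotypes. limma recovered 85.5% of these genes with 12 false calls, edgeR 83.5% with 11 and DESeq2 92.5% with 44. At ES, where no gene was changed, limma and edgeR made 0 calls and DESeq2 made 13. In a simulation of 16124 genes with 200 genes set to 50% of the WT change, the share of change was found as 46.7% over the 259 genes that the selection took, unchanged ones among them. For a chromosome of 853 genes raised by 0.585 on the log2 scale, 0.557 was found, and the largest deviation of another chromosome was 0.084.

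Map2 is listed as Mtap2 in the table. Kcnq1ot1 of the list of imprinted genes was not matched to a name and is not reported here. The name Taf9 belongs to 2 identifiers whose genes overlap on chromosome 13, and their values are uncertain. The same holds for overlapping and antisense genes, such as Xist and Tsix, and for pseudogenes. Chromatin immunoprecipitation data and other assays of the study were not used here.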

Results

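Gene expression was measured by poly-A RNA sequencing in 16 libraries of mouse ES cells and embryoid bodies. There were 8 groups of 2 libraries each, with a WT and a KO label at ES, EB4, EB5 and EB8. The depth, as recovered reads in genes, was 32631020 and 35029637 reads in the WT ES libraries, 26580885 and 25747479 in WT EB4, 27685306 and 24409504 in WT EB5 and 25792412 and 24875317 in WT EB8. It was 36230420 and 40711826 reads in KO ES, 23795345 and 22613253 in KO EB4, 26970517 and 26162763 in KO EB5 and 22700595 and 22442118 in KO EB8. The ES libraries (32631020 to 40711826 reads) were all deeper than the embryoid body libraries (22442118 to 27685306 reads), so that stage and a possible sequencing batch cannot be told apart in comparisons of ES with a later stage. Comparisons of genotypes within a stage are not affected by that split. The 10 most abundant genes took between 3.86% of the reads (Wilson 95% interval 3.856 to 3.871, WT EB8 replicate 2) and 6.63% (6.618 to 6.634, WT ES replicate 2).

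Taf4a (ENSMUSG00000039117, chromosome 2, 179646851 to 179711351, minus strand) was not lower in the KO-labelled libraries. At ES its normalised read counts were 1857.7 and 1751.6 in the WT-labelled and 2400 and 2387.9 in the KO-labelled libraries, a log2 change of 0.41 (limma adjusted p 0.335). At EB4 they were 1959.6 and 1938.7 against 2369.2 and 2055.9, at EB5 1778.5 and 1755.9 against 2284 and 2002.4, and at EB8 1590.9 and 1939.7 against 2341.2 and 1972.8. The KO values lay above both WT values at each of the 4 stages, and the log2 changes at EB4, EB5 and EB8 were 0.18, 0.28 and 0.29 (limma adjusted p 0.524, 0.336 and 0.194). Of the alternatives, which were run for this gene at ES and EB8, quantile normalisation alone brought it past the threshold (EB8, limma adjusted p 0.0479, range over the alternatives 0.0479 to 0.196), again as higher in KO. In the null allele of the study only a part of the exons is deleted, so a count over the whole gene need not fall. The study identified its mutant lines by PCR and reported by immunostaining that Taf4 protein was absent. A count per gene does not resolve which exons the reads came from. The labels are thus not checked by this gene here, and genotypes are named as labelled from here on.

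Chromosome levels differed between libraries of the same group. The level of the X chromosome was 0.37 to 0.56 in 5 libraries, namely WT ES replicate 2 and KO replicate 2 at the 4 stages, and -0.27 to -0.16 in the other 11. The level of chromosome 8 was 0.38 to 0.40 in WT replicate 1 at EB4, EB5 and EB8 and -0.16 to 0.04 in the other 13 libraries. The level of chromosome 11 was 0.17 to 0.26 in KO replicate 1 at the 4 stages and -0.13 to 0.05 in the other 12. Over the other 17 chromosomes levels ran from -0.26 to 0.15. Of the genes of the Y chromosome, Ddx3y had normalised read counts of 1236.9 and 0 in the WT ES libraries, 25.7 and 2.9 in the KO ES libraries, and 288.2 and 211.2 in the WT EB4 against 2.3 and 2.6 in the KO EB4 libraries. Eif2s3y, also on the Y chromosome, had 1322.8 and 1277.1 in WT against 26.9 and 2.6 in KO at EB4, and 1267.5 and 840.7 against 34.8 and 3.2 at EB8. Xist (a lincRNA of the X chromosome that overlaps Tsix on the opposite strand) had 15.5 and 550.1 in WT ES, 38.2 and 232.3 in KO ES, 15.8 and 19.1 in WT EB8, and 45.4 and 3000.8 in KO EB8. In the embryoid bodies the expression of these 2 Y genes thus went with genotype in both replicates and cannot be separated from it. The same held for Uty of the listed Y genes, but not for Kdm5d at EB4 (0 and 64.3 in WT, 2.3 and 0 in KO). Differences between WT and KO on chromosomes X, 8 and 11, and on Y at ES, include differences between replicates of a group. This limits what is said of genes there. In the embryoid bodies, every comparison of genotypes is also a comparison of high with low expression of Ddx3y, Eif2s3y and Uty. Whether a difference in sex chromosomes between the cells affects genes of other chromosomes was not tested.

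**Figure D1:**
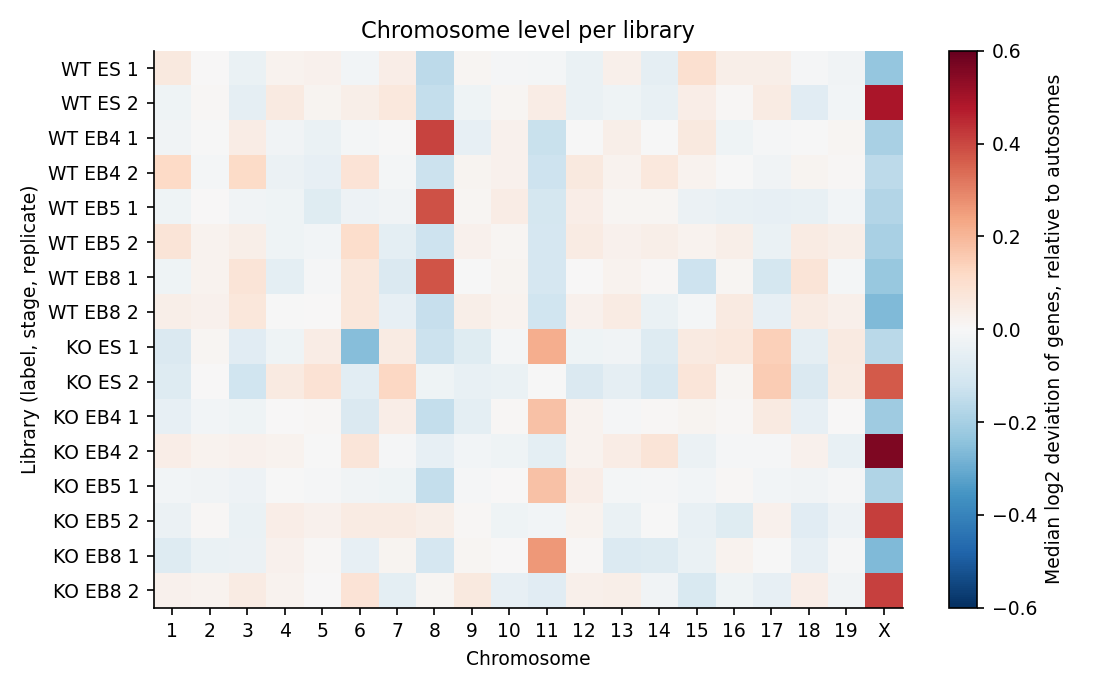
Heat map of the chromosome level (median log2 deviation from the mean over the 16 libraries, relative to all autosomal genes) for chromosomes 1 to 19 and X in each library. The X level is 0.37 to 0.56 in 5 libraries, that of chromosome 8 is 0.38 to 0.40 in 3 and that of chromosome 11 is 0.17 to 0.26 in 4.

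The comparison of KO with WT at each stage asks which genes differ before and during differentiation when Taf4a is inactivated. At ES, 0 of 16124 genes passed the threshold, and 1846 had an unadjusted p below 0.05. The alternative that moved this count most was DESeq2 on the recovered reads, with 476 genes, 104 higher and 372 lower in KO. With the replicate number as a block, 18 genes passed at ES, where the correlation of same-numbered differences was 0.335, and 14 passed with the KO numbers exchanged. At EB4, 986 genes passed, 443 higher and 543 lower in KO, a balance that quantile normalisation turned to 402 higher and 360 lower. A fit of only the compared groups gave 0 genes at EB4, with 2984 at an unadjusted p below 0.05. At EB5, 700 passed, 350 higher and 350 lower, while upper-quartile rescaling gave 395 and 299 and quantile normalisation 471 and 412. A fit of only the compared groups gave 72 genes at EB5. With the block, 983 genes passed at EB5, where that correlation was -0.209, and 1000 with the numbers exchanged. At EB8, 3697 genes passed, 1677 higher and 2020 lower. With the block, 4081 passed at EB8 (correlation -0.133), and 4154 with the numbers exchanged. Upper-quartile rescaling, which moved the median log2 change of all genes at EB8 to 0.11, gave 2278 higher and 1615 lower genes, 58.5% higher against 45.4% on the deposited scale, and quantile normalisation gave 2216 and 1854. The balance between higher and lower genes at EB8 thus depended on the scaling. Of the 443 genes higher at EB4, 208 were also higher at EB5 and 296 at EB8, and 11 were lower at EB8. Of the 543 genes lower at EB4, 166 were also lower at EB5 and 275 at EB8, and 14 were higher at EB8. The counts of different stages were not tested for difference. At EB8, 39 genes of chromosome 8 were higher and 120 lower in KO, 184 of chromosome 11 were higher and 101 lower, and 75 of the X chromosome were higher and 49 lower. On the other autosomes, 1377 were higher and 1746 lower.

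**Figure D2:**
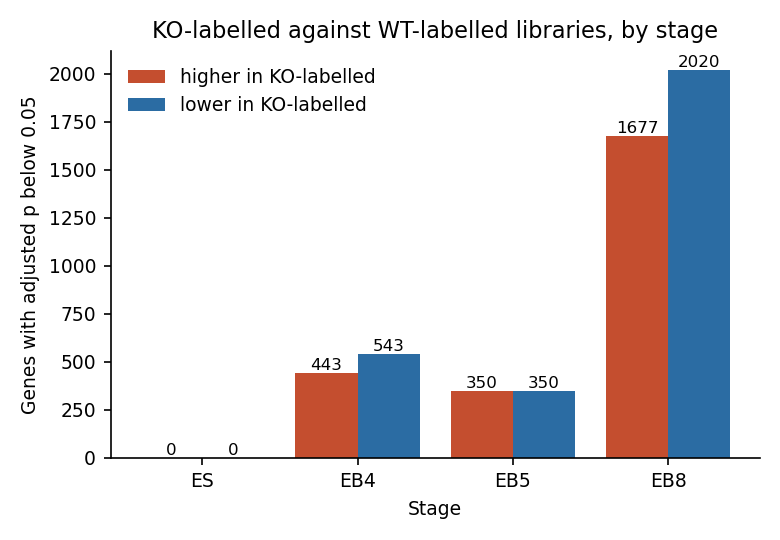
Bars show the number of genes (y axis) past an adjusted p of 0.05 in KO against WT at each stage (x axis), higher and lower in KO apart. The bars are at 0 at ES, 443 and 543 at EB4, 350 and 350 at EB5, and 1677 and 2020 at EB8.

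At ES, the listed genes of pluripotency, neural progenitors and neurons gave 0 calls, over all genes and within the lists. The signalling genes Nog, Wls, Wnt4 and Wnt7a were lower in both KO libraries than in both WT libraries, an arrangement that chance gives 16.7% of genes in a direction. Their log2 changes were -2.98, -1.73, -1.65 and -2.49 (limma adjusted p over all genes 0.253, 0.139, 0.168 and 0.343). Adjusted within this list of 4, all 4 passed, but the list is the study's own and this shows no stability. With DESeq2, Wls (adjusted p 0.00694, range over the alternatives 0.00694 to 0.27) and Wnt4 (0.0185, range 0.0185 to 0.402) passed over all genes. Nog (chromosome 11, 89161952 to 89163873) had normalised read counts of 96.5 and 90.9 in WT and 18.3 and 6.4 in KO. Of the TFIID list, 16 names and 17 identifiers, 0 passed over all genes at ES and 1 (Taf6) within the list. At EB4, 2 passed over all genes and 2 within the list, Taf12 with a log2 change of 0.96 (limma adjusted p 0.0193) and Taf13 with 0.93 (0.0468). At EB5, 0 passed over all genes and 1 (Taf12) within the list. At EB8, 3 passed in either adjustment, Taf4b, Taf5 and Taf7, all higher in KO. Taf4b (ENSMUSG00000054321, chromosome 18, 14941754 to 15058868) had 412 ± 96.8 normalised counts in WT EB8 and 874 ± 59.2 in KO EB8 (SD, n = 2), a log2 change of 1.10 with a standard error of 0.22 (limma adjusted p 0.004). At ES its log2 change was 0.48 (limma adjusted p 0.437).

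Among the genes with the largest changes at EB4, Pnma5 (X chromosome, 70279327 to 70282442) had 8.8 and 6.4 normalised counts in WT and 461.5 and 2974.7 in KO, a log2 change of 7.11 (limma adjusted p 0.0241). It lies on the chromosome whose level differed between the KO replicates. Serpina3m had 1.1 and 7.5 in WT and 129.7 and 416 in KO (log2 change 5.79, limma adjusted p 0.00856). 2210409E12Rik, annotated as a pseudogene of chromosome 11, had 1.1 and 24.7 against 232.5 and 334.3 (5.25, limma adjusted p 0.0218), and its reads are uncertain. Among the genes that fell most, Scel had 15.3 and 101.9 in WT and 0 and 1.3 in KO, at least 15.3-fold lower (limma adjusted p 0.0118). Slitrk3 had 66.9 and 16.1 against 0 and 1.3, at least 10.8-fold lower (limma adjusted p 0.0371), and did not pass with a pseudocount of 0.1 (0.0743), quantile normalisation (0.0522) or DESeq2 (1), over a range of 0.0232 to 1. Slc22a3 had 92.1 and 156.6 against 7 and 3.8 (log2 change -4.28, limma adjusted p 0.0376), and did not pass with a pseudocount of 0.1 (0.235, range over the alternatives 0.00617 to 0.235).

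At EB5, Gc had 0 and 3.3 normalised counts in WT and 49.3 and 89.2 in KO, at least 21-fold higher (limma adjusted p 0.0128). Reg2 had 0 and 0 against 23.7 and 35.9, at least 9.04-fold higher (limma adjusted p 0.0135), with at most 37 reads in a library. Tmem40 had 2.8 and 27.5 against 231.3 and 326.8 (log2 change 4.73, limma adjusted p 0.00999). Dbx1 (chromosome 7, 56886869 to 56892219), also on the list of neural progenitor genes, had 611.6 and 1630.7 in WT and 2.8 and 0 in KO, at least 385-fold lower (limma adjusted p 0.00335). 1700011H14Rik had 368.9 and 341.5 against 10.4 and 0 (log2 change -6.72, limma adjusted p 0.014), and did not pass with a pseudocount of 0.1 (0.0785, range over the alternatives 0.000228 to 0.0785).

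At EB8, the 3 largest rises were in Gm13078 (2.1 and 0 normalised counts in WT, 99.2 and 773.4 in KO, at least 137-fold higher, limma adjusted p 0.00503), Gm16088 (1.1 and 2.1 against 176.2 and 667.9, at least 133-fold higher) and Gm14300 (6.3 and 0 against 202.6 and 637, log2 change 7.06). Gm16088 and Gm14300 are annotated as pseudogenes, and reads shared with copies elsewhere would make such values uncertain. The 3 largest falls were in Dbx1, Msx3 and Foxb1. Dbx1 had 4360.1 and 3448.4 in WT and 0 and 2.1 in KO, at least 1220-fold lower (limma adjusted p 1.64e-05). Msx3 had 1728.5 and 1648.5 against 9.5 and 2.1, a log2 change of -8.20 (limma adjusted p 4.27e-05), and Foxb1 had 754 and 620.4 against 1.1 and 3.2, at least 215-fold lower (limma adjusted p 0.000185).

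The marker lists ask whether the KO-labelled libraries lose the expression of pluripotency genes and gain that of neural genes. Of 9 pluripotency genes, 3 were higher in KO at EB4 over all genes (4 within the lists), 3 at EB5 (7) and 8 at EB8 (8). At EB8 their log2 changes ran from 0.15 to 5.41 with a median of 3.94. Nanog (chromosome 6, 122657507 to 122664651) had 216 ± 138 normalised counts in WT EB8 and 8198 ± 296 in KO EB8 (SD, n = 2), a log2 change of 5.41 with a standard error of 0.55 (limma adjusted p 7.67e-05). At EB5 its log2 change was 2.69 (limma adjusted p 0.023), at EB4 1.68 (0.0896) and at ES 0.56 (0.755). The WT ES libraries held 6241.9 and 22356.7 counts of Nanog. Pou5f1 (chromosome 17, 35642982 to 35647721) had 227 ± 47.5 in WT EB8 and 3454 ± 334 in KO EB8, a log2 change of 3.94 with a standard error of 0.38 (limma adjusted p 5.57e-05). Sox2, the listed gene that did not pass at EB8, had 3950.5 and 5240.9 against 6517.1 and 3904.1 (log2 change 0.15, limma adjusted p 0.697). Its direction changed when WT replicate 1 or KO replicate 1 was left out. Zfp42 lies on chromosome 8, whose level differed between the WT replicates.

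Of 16 neural progenitor genes, 1 was lower in KO at EB4 over all genes (Msi1; 2 lower and 1 higher within the lists), 4 at EB5 (7 within the lists) and 15 at EB8 (16 within the lists). At EB8 all 16 were lower in both KO libraries than in both WT libraries, with log2 changes from -11.10 to -1.63 and a median of -4.94. Nes, with a log2 change of -1.63 (limma adjusted p 0.0582), was the listed gene that did not pass over all genes, and it passed with quantile normalisation (0.0461), the replicate block (0.0269) and DESeq2 (0.0114), over a range of 0.0114 to 0.0734. Pax6 (chromosome 2, 105509053 to 105543317) had 5382 ± 91.8 normalised counts in WT EB8 and 599 ± 337 in KO EB8 (SD, n = 2), a log2 change of -3.29 with a standard error of 0.57 (limma adjusted p 0.00166). At EB5 its log2 change was -3.25 (limma adjusted p 0.0133). Sox3 and Pou3f4 lie on the X chromosome.

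Of the 4 genes of neurons, Tubb3 was higher in KO at EB4 and EB5 and lower at EB8, and all 4 were lower at EB8 over all genes and within the lists. Tubb3 (chromosome 8, 125935324 to 125945915) had 667.4 and 550.1 normalised counts in WT EB4 and 1439.3 and 1932.1 in KO EB4 (log2 change 1.46, limma adjusted p 0.0127). At EB8 it had 5358 ± 159 in WT and 413 ± 200 in KO (SD, n = 2), a log2 change of -3.78 (limma adjusted p 1.01e-05). Dcx, on the X chromosome, had a log2 change of -6.30 (limma adjusted p 0.000445), Map2 of -3.83 (7.38e-05) and Ncam1 of -2.16 (0.00985) at EB8.

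**Figure D3:**
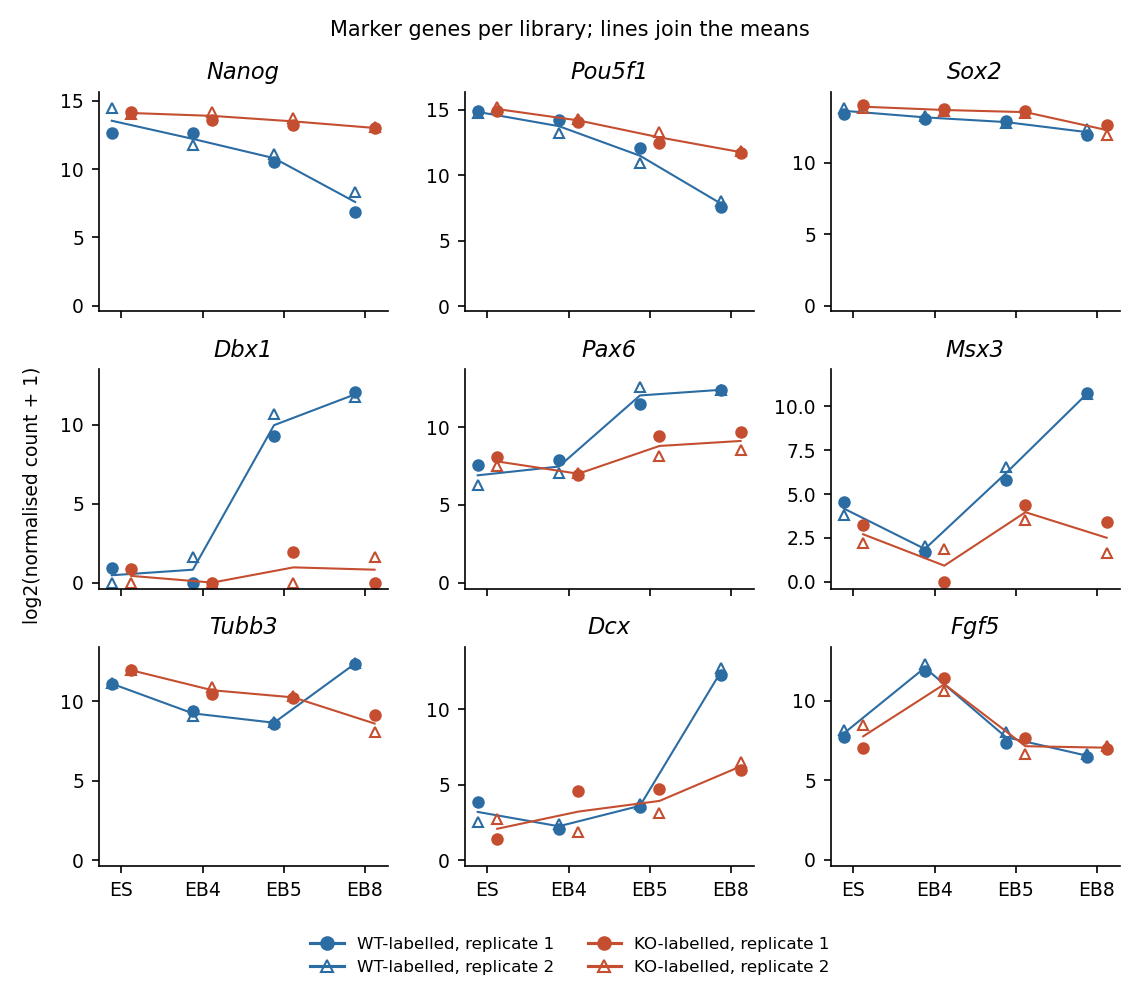
Panels show log2(normalised count + 1) (y axis) at the 4 stages (x axis) for Nanog, Pou5f1, Sox2, Dbx1, Pax6, Msx3, Tubb3, Dcx and Fgf5 in each library, WT blue and KO red, with replicate 1 as circles and replicate 2 as triangles and lines joining the means. At EB8 Nanog and Pou5f1 are higher in both KO libraries, and Dbx1, Pax6, Msx3, Tubb3 and Dcx are lower in both.

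Of 9 listed germ layer genes, 7 were tested, as Afp and Nppa had a mean under 10 normalised counts. Foxa2 was the single gene that passed, over all genes and within the list, at EB5 (292.6 and 352.5 in WT, 15.2 and 6.8 in KO, log2 change -4.84, limma adjusted p 0.009) and at EB8 (575.5 and 339.9 against 40.1 and 38.3, -3.46, limma adjusted p 0.00513). Fgf5 had a log2 change of -1.04 at EB4 (limma adjusted p 0.216). Of 15 imprinted genes, 14 were matched. Snrpn was lower in KO at EB4 (log2 change -1.11, limma adjusted p 0.0337), and at EB8 H19 was higher (1.15, 0.047) and Plagl1 lower (-2.07, 0.0102). Within the list, 1 gene passed at EB4 and 1, Plagl1, at EB8.

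The comparison of EB8 with ES asks how far each genotype changes during differentiation. In WT, 7548 genes differed, 3875 higher and 3673 lower at EB8, and in KO 6073 differed, 3174 higher and 2899 lower. With the replicate block, 7947 genes differed in WT and 6481 in KO, with correlations of same-numbered differences between ES and EB8 of -0.048 in WT and 0.241 in KO, and with the KO numbers exchanged 7923 and 6495. The balance in WT turned with upper-quartile rescaling (3633 higher and 4096 lower) and quantile normalisation (3541 and 4105). In KO upper-quartile rescaling gave 3650 and 2374, and quantile normalisation 2800 and 2898. The interaction term, which tests the difference between the genotypes' changes, was past the threshold for 1175 genes, 620 with a larger and 555 with a smaller log2 change in KO. With the block these were 1469, and 1591 with the numbers exchanged. Upper-quartile rescaling gave 908 and 424, 68.2% with a larger change against 52.8%, and moved the median of all genes to 0.16 in this comparison. Of the 1175 genes, 968 also differed between EB8 and ES in WT, and in 940 of these the interaction was opposite in sign to the change in WT, 466 that rose and 474 that fell in WT. The WT values enter both terms with opposite signs, so this direction is partly built in. Of 527 of the 1175 genes that differed between EB8 and ES in KO, the interaction was opposite in sign to the change in KO in 206 and of the same sign in 321, where the KO values enter both terms with the same sign. Of 4057 genes that differed in both genotypes, 3969 differed in the same direction.

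Among the 1879 genes that rose by at least 2 on the log2 scale from ES to EB8 in WT replicate 1 (median 3.12), the median change was 2.68 in WT replicate 2 and 2.06 and 1.90 in the KO replicates, so that KO reached 73.9% ± 4.2 (SD, n = 2) of the WT change. Selecting the genes in WT replicate 2 moved this share most, to 64.0%. Among the 1262 genes that fell by at least 2 (median -2.94), the median change was -3.04 in WT replicate 2 and -1.14 and -1.20 in the KO replicates, a share of 38.6% ± 1.4 (SD, n = 2). A selection at a log2 change of 1 moved it most, to 52.6%. These shares compare the KO replicates with the change in WT replicate 2 alone, and were not tested. In WT, ES and EB8 libraries of the same number did not match, with a correlation of same-numbered differences of -0.048, a chromosome 8 level of -0.16 at ES and 0.38 at EB8 in replicate 1, and an X level of 0.49 at ES and -0.27 at EB8 in replicate 2.

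**Figure D4:**
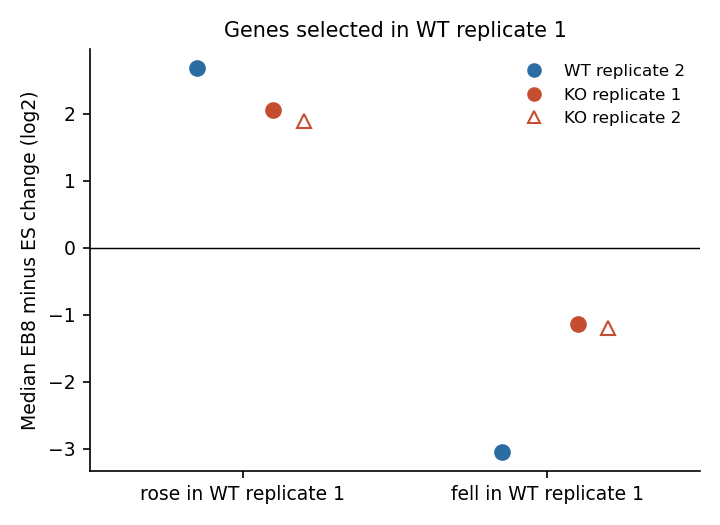
Points show the median log2 change from ES to EB8 (y axis) of genes that rose or fell by at least 2 in WT replicate 1, in WT replicate 2 and in KO replicates 1 and 2 (x axis). The rising genes stand at 2.68, 2.06 and 1.90, and the falling genes at -3.04, -1.14 and -1.20.

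The comparison of EB5 with EB4 asks what the first day of retinoic acid changes. In WT 601 genes differed, 417 higher and 184 lower at EB5, and in KO 405, 293 higher and 112 lower. With the replicate block, 710 differed in WT and 482 in KO, with correlations of same-numbered differences between EB4 and EB5 of 0.605 in WT and 0.422 in KO, and with the KO numbers exchanged 709 and 501. The interaction term was past the threshold for 0 genes, with 478 at an unadjusted p below 0.05, and for 0 genes with the block (561 unadjusted). Among the embryoid body libraries, same-numbered ones varied together within genotypes but not across them, and a block for each replicate number within each genotype, added after this was seen and fitted to the embryoid body libraries alone, gave 1332 genes in WT, 1244 in KO and 0 for the interaction (1020 unadjusted). A difference between the genotypes in the response to the first day was thus not detectable with limma at a pseudocount of 1. Alternatives gave at most 4 genes (DESeq2). With 2 libraries per group, this does not show that the responses were equal. Of the genes named above at EB5, Dbx1 and 1700011H14Rik were at the floor in both genotypes at EB4. Gc, Reg2 and Tmem40 already differed at EB4 (limma adjusted p 0.0302, 0.0337 and 0.015).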

Values the study reported

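In ES cells, the study reported around 40 genes with higher expression in the mutant and 166 genes with lower expression. At EB4 it reported 585 deregulated genes, 354 of them lower and 231 higher. At EB5 it gave 255 genes as upregulated and 287 as downregulated, and at EB8 1,212 as upregulated and 1,008 as downregulated.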

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

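The tests of depth, chromosomes, X level, rescaling and abundant genes and the block within genotype were chosen only after the result was seen, and the readings of the tests of chromosomes and of delay were changed to undecided after their values were seen, as stated there.

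The change from ES to EB8 differed between WT-labelled and KO-labelled libraries in 1175 genes by an interaction term in limma, and this difference between genotypes is what singled the result out. Genotype is the biological explanation that the design gives. Against a difference in depth, 1084 of these genes passed again after the reads of each library were thinned to the smallest total. Without chromosomes X, Y, 8 and 11, 1011 passed again, so that genes of these chromosomes do not make up most of the result. Leaving them out keeps the values of the other genes, so effects of the differing chromosomes on genes elsewhere were not tested by it, and this test was taken as undecided. With the X level of each library as a covariate, 1127 passed again. Against the normalisation, 1044 passed again with upper-quartile rescaling. The 10 most abundant genes took at most 6.626% of the reads of a library, which leaves little room for a few genes to shift the rest. After trends with GC content and gene length were removed, 1105 passed again, with both properties known for 99.8% of the tested genes. Pseudogenes made up 9 of the 1175 genes.

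Other explanations remain. The WT ES libraries may come from another culture than the WT embryoid bodies. WT ES replicate 2 had 4 normalised counts of Eif2s3y and an X level of 0.489. In the WT embryoid body libraries Eif2s3y ran from 840.7 to 1322.8 and the X level from -0.267 to -0.155. These values argue against a shared line for WT ES replicate 2 and the WT embryoid bodies, unless a label is wrong. For WT ES replicate 1 another culture stays an open explanation. With EB4 in place of ES as the start, 342 of the 1175 genes passed again, less than 50%, which was set as the bound for keeping this explanation. Same-numbered EB4 and EB8 libraries varied together within genotype (correlations of 0.523 in WT and 0.373 in KO), and with a replicate block within each genotype on the embryoid body libraries 671 (57.1%) passed again, above the bound. The reading thus depends on the model. In the comparison without the block 444 genes passed in all, and 1549 with the block. In both, 0 of the shared ones had the opposite sign. Without the block, 1159 of the 1175 (98.6%) had the same sign at any p. Both starts share the EB8 libraries, so this agreement in sign is partly built in. At EB4, 986 genes already differed between genotypes. Whether this lowers the number that can differ after it was not tested.

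A mixture of WT-like EB8 cells with undifferentiated cells would bring genes that rise in WT to a common fraction of their WT level. Of 1495 such genes, 47.7% lay within a factor of 2 of the median ratio of KO to WT, against 88.5% for the ratio of the WT replicates. The bound had been set at 50%, which is close. In addition, 10.6% of these genes were below 5% of WT in KO, with a median of 34.5%, which goes against a common fraction. Between the WT replicates the share below 5% was 0.0%. That value and the 88.5% are partly built in, because the genes were selected for their rise in WT replicate 1. They are therefore no free measure of the spread to be met by chance. A mixture together with other changes was not tested. For a delay along the WT course, KO values at EB8 should lie within the range of WT values of the 4 stages. Both KO values lay outside the range of the 8 WT values for 22.5% of the genes that differed at EB8, above the 5% set as the bound. After that value was seen, the same share over all tested genes was found to be 21.1% in KO at ES, 9.0% at EB4, 8.4% at EB5 and 13.0% at EB8. If the KO values and the 8 WT values all came from the same distribution, chance would give this arrangement for 4.4% of genes. The WT values come from 4 stages between which many genes change, so 4.4% is not the chance value at a given stage. At ES and EB8, the ends of the course, a KO pair may pass only the 2 WT values of its own stage. How often this happened was not counted. The bound of 5% did not allow for this possibility, and the test was taken as undecided. A delay by the same amount for all genes goes against other values. The KO EB8 libraries were nearest to WT EB5, at a root mean square log2 distance of 1.216 against 1.347 to ES, 1.448 to EB4 and 1.503 to EB8, but replicate pairs were 0.572 to 0.968 apart. In KO at EB8, Nanog (7989 and 8407.9 normalised counts) was above WT at EB4 (6388.4 and 3464.6), while Igf2 (65188.2 and 35051.7) was above WT at EB5 (2987.6 and 5265.5) and within or above the WT values at EB8 (24926.6 and 35455.2), both genes chosen for mention after their values were seen. A different origin of the WT ES libraries cannot account for the 342 genes (671 with the block) that passed with EB4 as the start, which uses no ES library in the contrast, but for the other genes it cannot be told apart from an effect of genotype. From these libraries, the result as a whole cannot be told apart from a delay that differs between genes or from effects of the differing chromosomes on other genes. On these data alone an effect of genotype stays a hypothesis. The study reported that re-expressing full-length Taf4 in mutant ES cells restored neuronal differentiation, judged by morphology and Tubb3 staining. It attributed the defect to the loss of Taf4. No library of that rescue line is among those used here.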

How the results depend on the processing

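The exchanged block, the fits without chromosomes X, Y, 8 and 11, the X level as a covariate, the thinned reads and the block within genotype were chosen after the data were seen. Over 18 settings and 10 tested comparisons, not all of which were run in every setting, 136 of 173 counts of genes stayed within 1.5 times the reported count and 37 did not. For all of the latter the cause was not tested.

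At ES (0 genes, 1846 at an unadjusted p below 0.05) the count was 8 with a pseudocount of 0.1, 16 with a pseudocount of 5, 1 with no filter, 16 with a mean of at least 50, 19 with upper-quartile rescaling, 18 with the replicate block, 14 with the block exchanged, 6 with a correlation within genotype and replicate number, 17 without chromosomes X, Y, 8 and 11, 51 with the X level as a covariate and 476 with DESeq2. edgeR gave 0 (1975 unadjusted). DESeq2 also gave 2077 genes at EB4, 1719 at EB5, 2330 for the interaction of EB8 with ES, 1089 and 1017 for EB5 against EB4 in WT and KO, and 4 for the interaction of EB5 with EB4, which was 3 with a pseudocount of 5. In the simulated data DESeq2 made 13 calls at ES, where none was true, against 0 by limma.

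With no filter, 609 genes passed at EB4 and 447 at EB5. Fitting only the compared groups gave 0 at EB4 (2984 unadjusted), 72 at EB5, and 170 and 91 for EB5 against EB4 in WT and KO. At an adjusted p of 0.01 the counts were 101 at EB4, 46 at EB5, 1792 at EB8, 3611 for EB8 against ES in KO, 268 for the interaction of EB8 with ES, and 249 and 154 for EB5 against EB4 in WT and KO. A log2 change of at least 1 in addition left 3969 for EB8 against ES in KO. A correlation within genotype and replicate number, estimated at 0.166, gave 2013 for the interaction of EB8 with ES and 733 for EB5 against EB4 in KO, which was 682 with the X level as a covariate. A replicate block within each genotype, on the embryoid body libraries, gave 1332 and 1244 for EB5 against EB4 in WT and KO and 0 for their interaction (1020 unadjusted).

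At EB4 the correlation of same-numbered differences was -0.058, and the replicate block gave 1363 genes, or 1316 with the numbers exchanged. The 986 genes of the fit without the block were all among the 1363.

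The share of the WT rise reached in KO (73.9%) was 64.0% for genes selected in WT replicate 2, 64.3% with a pseudocount of 5, 80.4% at a log2 change of 1 and 81.7% with upper-quartile rescaling. The share of the WT fall (38.6%) was 30.5% for genes selected in WT replicate 2, 36.5% and 44.1% with pseudocounts of 0.1 and 5, 52.6% at a log2 change of 1, 43.2% with no filter and 34.0% with upper-quartile rescaling. Leaving out each KO replicate gave 70.9 to 76.8% and 37.6 to 39.6%. In each of these settings the share of the fall was below that of the rise. No paired analysis was possible because these shares come from no test.

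For 53 changes of named genes, 413 of 424 values under 8 other settings kept their direction and side of the threshold. Of the others, 5 (3 genes) no longer passed, 6 (4 genes) newly passed and 0 changed direction. Leaving out each library in turn gave no test. Of 212 such values, 39 moved by more than the spread between replicates and 2 changed direction. These were of Sox2 at EB8 (0.15), at -0.055 without WT replicate 1 and -0.221 without KO replicate 1, and its range over the 4 was -0.221 to 0.518.

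The depth limits genes that are near 0 in a group, for which a lower bound of the fold change is given, and genes of few reads such as Reg2.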

Other observations

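The tests of active X chromosomes, of 3 copies of chromosomes 8 and 11 and of fibroblast markers were chosen only after the result was seen, and the reading of the test of a mislabelled library was changed to undecided after its value was seen.

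The median difference of tested X-linked genes, KO replicate 2 minus 1, was 0.56 to 0.76 on the log2 scale at the 4 stages. It did not rest on a few genes, since 85.5% of the tested X-linked genes were higher in KO EB8 replicate 2. The smallest of the differences, 0.555, is in the range set for 2 active X chromosomes against 1, which is a candidate explanation, but the difference was uneven along the chromosome (-1.10, -0.57 and -0.35 for replicate 1 minus 2 in the 3 parts at EB8). Xist was higher in KO replicate 2 at each stage (232.3 against 38.2 normalised counts at ES and 3000.8 against 45.4 at EB8) and in WT ES replicate 2 (550.1 against 15.5), and its counts are uncertain because it overlaps Tsix. WT ES replicate 2 shared the high X level, and Ddx3y was at 0 there, while Ddx3y was at 211.2 in WT EB4 replicate 2. A mislabelled KO library was tested on 261 genes, autosomal and not on chromosomes 8 or 11, that differed the same way between genotypes at the 3 later stages. On their score, WT ES replicate 2 (1.53) lay 41.1% of the way from WT ES replicate 1 (1.24) to the KO ES mean (1.88 and 2.00 in the libraries), short of the midpoint set as the bound, though not by much. The score also follows the stage, with -1.43 and -1.41 in the WT EB8 libraries, and moved more between the WT stages than between the genotypes at ES. It therefore says little at ES, and on it the pattern of X levels cannot be told apart from a mislabelled library. Other values were looked at after this. WT ES replicate 2 was at root mean square log2 distances of 0.931 and 0.818 from the KO ES libraries, which were 0.572 apart, and 0.874 from WT ES replicate 1. WT ES replicate 1 was at distances of 0.707 and 0.78 from the KO ES libraries, nearer than to WT ES replicate 2. Splits by a log2 gap of at least 0.5 were counted over 13256 genes on the autosomes other than 8 and 11. Both WT were split from both KO ES libraries by 1103 genes. The other ways to split the 4 libraries into pairs gave 679 and 249. Splits of 1 library from the other 3 gave 2617 genes for WT ES replicate 2 and 1594 for WT ES replicate 1. The KO replicates gave 1001 and 889. These values set WT ES replicate 2 apart from the KO libraries but do not group it with WT ES replicate 1. They leave a mislabelled library undecided.

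The median log2 difference of tested chromosome 8 genes, WT replicate 1 minus 2, was 0.49 to 0.52 at EB4, EB5 and EB8. At EB8, 85.5% of these genes were higher in replicate 1. The value farthest from that of 3 copies against 2 (0.585) was 0.489, within the bound, so an extra copy may be present in these libraries. For tested chromosome 11 genes the median differences, KO replicate 1 minus 2, were 0.22 to 0.32. The farthest value, 0.224, was outside the bound for a full extra copy. Copies in part of the cells were not tested.

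Of 17 TFIID identifiers, 4 (Taf5, Taf12, Taf6 and Taf4a) were higher in both KO libraries at all 4 stages. As many were found in 0.76% of 10000 random lists of like expression, and without Taf4a as many of the rest were found in 3.92%. With upper-quartile rescaling the number was 4 and with quantile normalisation 5. Over all tested genes, 601 (3.73%) were higher and 834 (5.17%) lower in KO at all 4 stages. Members of a complex are not independent draws, so random lists understate chance, and the different chromosome levels were not taken into account. A response of TFIID genes to the genotype is a hypothesis that these libraries do not settle.

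Of 134 tested genes within 10 Mb of Taf4a, 26.9% differed at EB8, against 22.9% of the other genes. This was below the bound of 1.5 times that would have spoken for sequence carried along with the targeted locus.

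Of the fibroblast markers, 11 were tested, and at ES their median log2 change was -1.40 (-1.46 with upper-quartile and -1.12 with quantile scaling). A median as low was found in 0.0% of 10000 random lists of like expression, where the markers' shared regulation makes such lists understate chance. The ES cells were grown on feeder fibroblasts, so more feeder RNA in the WT ES libraries is a candidate explanation. After culture as aggregates the median was -0.938 at EB4, -0.57 at EB5 and -0.17 at EB8. The EB4 value was more than 50% of that at ES, the bound set against feeder RNA as the sole source, but it rests in part on other genes than at ES. Col1a1 went from -2.78 to -0.74 and Col3a1 from -3.04 to 1.12, while Dcn went from 0.12 to -2.59, and Acta2 (-3.36 and -2.77), Thy1 (-1.40 and -1.56) and Col6a1 (-0.95 and -0.92) were low at both stages (genes chosen for mention after their values were seen). Feeder RNA may thus account for part of the difference at ES.

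At ES, 0 genes passed the threshold in KO against WT, with 1846 at an unadjusted p below 0.05, and DESeq2 on the recovered reads gave 476. The count given by the study is higher than with limma and lower than with DESeq2. At EB4, 986 genes passed, 443 higher and 543 lower. The counts given by the study are lower than these, and higher than the 0 genes from a fit of only the compared groups. At EB8, 3697 genes passed, 1677 higher and 2020 lower, while upper-quartile rescaling gave 2278 and 1615 and quantile normalisation 2216 and 1854. The counts of all, higher and lower genes given by the study are below those with limma on the deposited scale. Its higher genes outnumber its lower ones at EB8, as with the rescaled values but not with DESeq2 (2098 higher and 2528 lower). At EB5 its lower genes outnumber its higher ones, as with DESeq2 (812 higher and 907 lower). Upper-quartile rescaling (395 and 299) and quantile normalisation (471 and 412) gave the other order at EB5. The text of the study states no threshold for its counts, so they may rest on an unlike threshold. These likenesses in balance therefore do not show which scaling or filter lies behind its counts.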
